A study of Mus musculus with 4 samples. Its data were reported in "SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells" (2018).

How the data were processed

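Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map binding of the transcription factor SCL (gene symbol Tal1) in FLK1+ mesoderm. The cells were sorted on the surface receptor FLK1 from embryoid bodies, the aggregates that mouse embryonic stem (ES) cells form as they differentiate, at day 3.5. There were 2 libraries immunoprecipitated with an SCL antiserum and 2 input libraries of unenriched chromatin, numbered 1 and 2 in each group. Groups were taken from the sample labels.

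The authors aligned paired-end reads to the mm9 mouse genome with Bowtie, allowing reads with a small number of matching places, removed duplicates, called peaks with MACS2 and set the final list with the irreproducible discovery rate (IDR). The peak names show that the values come from the merged ChIP replicates against the merged input. The deposited list is therefore a pooled call, and it carries no value for any separate library. Spread between the replicates was not analysed here. The sequencing depth of each library is not stated in the list.

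For each peak, the deposited list gives its start, end and summit position, and these positions were used as given. The fold enrichment of each peak, a ratio of ChIP fragments to local background at the summit, is the authors' own value. The −log10 p and −log10 q of each peak are likewise the authors' own MACS2 values. The deposited score of each peak equalled 10 times its −log10 p truncated to a whole number in 100% of peaks, so it was not used further. Numbers in the peak names ran up to 315418, so the 12885 peaks kept were 4.09% of a longer numbered call. These peak values were used only to describe, rank or filter peaks within the list.

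MACS2 computes the fold as (pileup + 1) / (background + 1) and p from a Poisson distribution with the local background as its mean. Both equations were solved together for each peak, which gave the whole number of ChIP fragments stacked at the summit (pileup) and the local background, the largest of the input levels around the peak on the scale of the ChIP. The solved whole pileup matched the authors' −log10 p to within 0.001 in 99.9% of peaks, where 0.325% would do so by chance, and the largest mismatch was 0.00606. The lowest background, 2.43 fragments, is the genome-wide level below which MACS2 does not go, and 1893 peaks had it. The pileup gives the depth behind each peak. A peak at the median pileup of 53 fragments had a Poisson 95% confidence interval of 39.7 to 69.3. For 36 fragments, the lower quartile, the interval was 25.2 to 49.8, and for 100, the upper quartile, 81.4 to 121.6. All intervals cover counting error only, and none holds the variation between differentiations. The interval of a fold takes the local background as exact, so it leaves out the counting error of the background.

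The genome (NCBIM37, the same build as mm9) and the GENCODE vM1 annotation were used for sequence, lengths and genes. Chromosome names matched and every peak lay within its chromosome. Transcription start sites (TSSs) came from protein-coding, lincRNA and processed-transcript genes, 26212 genes with 75530 TSSs. Each peak was assigned to the gene with the TSS nearest to its summit. Coordinates are counted from 1.

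No peak overlapped another. Clustering and annotation were compared with 1000 random placements of the summits between the first and the last summit of their own chromosome, outside assembly gaps. The distance that counted as a neighbour was the usual stitching distance of super-enhancer calling, which lies between the 5 kb and 50 kb of the alternatives. Differences and correlations across peaks or genes were tested by permutation with 100000 resamples, 2-sided, and the chromosome counts by 100000 multinomial draws. There were 7 such tests, and their p-values were adjusted together with the Benjamini-Hochberg method. Motifs were counted on both strands in windows of 50 bp on each side of the summit and in matching windows 1 kb away on both sides, and compared by a 1-sided Fisher's exact test. Shares have Wilson 95% confidence intervals. Peaks of 1 list are not independent replicates, so the tests describe this list.

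The genes that the study lists as activated or repressed by SCL were taken by name and direction only. The study selected these lists using these same ChIP libraries, so the comparison between them is not independent evidence. Of the activated list 489 names were found in the annotation directly and 22 through an older or newer symbol, and 3 were not matched. Of the repressed list 252, 10 and 2 were so. Matching through other symbols was added after the first value of this comparison had been seen, and the value without it is given with the alternatives.

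The peaks named are the 10 with the highest fold, and the genes named are those in the text of the study, of which a single gene is not reported here by name, a rule set before the data were examined, as were the tests and most alternatives. Added later were the comparison of the strongest peak per gene, the pair of CTG and GATA at 12 to 14 bp, and the scan of their spacing. The alternatives were other thresholds on q or fold, merging of nearby peaks, other distances, −log10 p as the strength, other promoter and motif windows, and other ways to give peaks to genes. Alternatives chosen after seeing the data were −log10 q of at least 50, leaving out 70 peaks with a background above 10 times the median, chromosome length outside assembly gaps, protein-coding genes only, the genes in the text as the lists, and matching by the listed symbol only.

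The solver, the placements, the permutation test and the motif scan were tested on simulated data. The solver recovered 100% of 12885 simulated pileups, and the scan found 100% of 400 planted motifs. In simulated sets of 600 peaks the permutation test called 100% of 1.5-fold shifts and 6.50% of unchanged sets. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9 were used.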

Results

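SCL is a basic helix-loop-helix transcription factor required for blood specification. To define where SCL binds as mesoderm takes a blood fate, the study performed SCL ChIP-seq on day 3.5 FLK1+ cells from 2 independent ES cell differentiations, with 2 input libraries. The merged libraries gave a list of 12885 peaks on the mm9 genome. The study counts fewer bound loci than this list holds. The step between could not be worked out, so the whole list was used. No peak overlapped another, and joining peaks within 500 bp left 12545 regions. The number depended on the threshold, with 7292 peaks at a fold enrichment of at least 10. As the list is a pooled call, no value below has a replicate error, and differences were tested across peaks or genes.

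The median fold enrichment over background was 11.1 (95% confidence interval of the median 11.1 to 11.4), with quartiles of 7.84 and 20.1 and a range of 1.34 to 392.6. The median width was 397 bp, with quartiles of 310 and 530 bp. The median −log10 p was 40.7 and the lowest 15.8. The median pileup at the summit was 53 ChIP fragments and the median local background 3.67 fragments. A fold of 100 or more was found for 215 peaks, and 21 peaks had a fold under 2. Among the latter were peaks with very deep pileups on an equally deep background. Of all peaks, 70 had a background above 36.7 fragments, which is 10 times the median. The threshold moved the median fold most, to 23.9 among peaks with a −log10 q of at least 50.

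**Figure D1:**
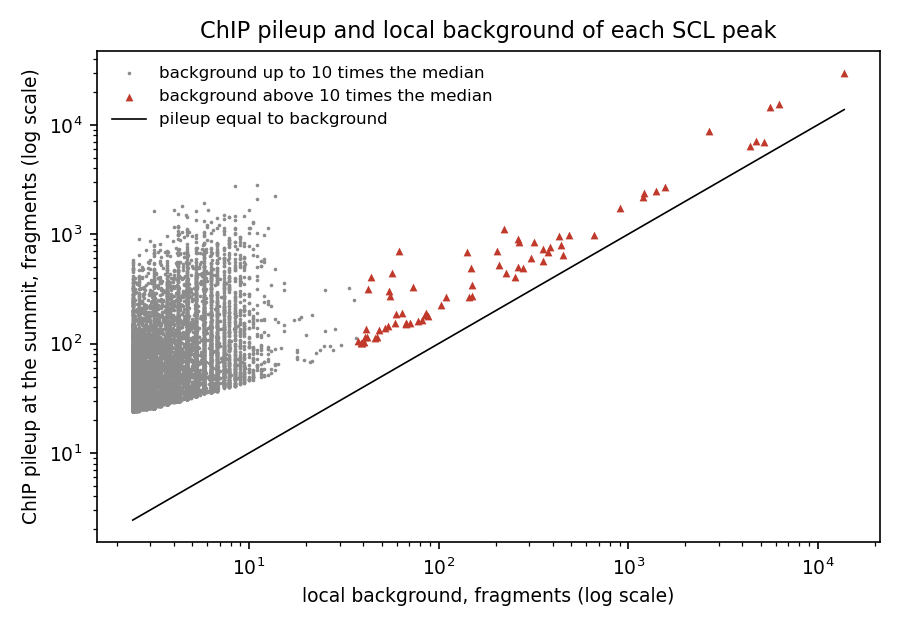
ChIP pileup at the summit (y axis, fragments, log scale) against local background (x axis, fragments, log scale) for each of the 12885 peaks, with the 70 peaks above 10 times the median background as triangles. Most peaks lie far above the line of equal pileup and background, while the triangles lie nearer to it.

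The 10 peaks with the highest fold were examined first. The highest, with a fold of 392.6 (95% confidence interval from its 1626 fragments 373.8 to 412.2), was on chromosome 7 at 116258294 to 116258882, in intergenic sequence 31840 bp from a TSS of Ric3. That interval takes its background of 3.14 fragments as exact, so the fold and its rank are less certain than the interval shows. A peak on chromosome 15 at 25538415 to 25539528 followed with a fold of 338.4, between genes and 13563 bp from a TSS of Myo10. On chromosome 4, a peak at 13678135 to 13679122 had a fold of 330.7 and its summit lay in a UTR exon of Runx1t1, 4 bp from a TSS. A peak with a fold of 298 at 93147741 to 93148706 of chromosome 16 had the TSS of Runx1 as its nearest, 321617 bp away. The peak on chromosome 8 at 87224893 to 87225894 had a fold of 293.9 and the highest −log10 p of the list, 5750, with 2757 fragments on a background of 8.38. Its summit was in a UTR exon of Lyl1 and in an intron of the overlapping gene Nfix.

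The others of the 10 had folds from 252.3 to 283.3. An intergenic peak on chromosome 4 at 114768092 to 114768756 lay 4975 bp from a TSS of Pdzk1ip1. The peak at 32701625 to 32702724 of chromosome 18 was in an intron of Gypc, and that at 44560165 to 44560705 of chromosome 11 in an intron of Ebf1, with the TSS of Gm12158 as its nearest. An intergenic peak at 21854172 to 21854910 of chromosome 5 lay 3908 bp from a TSS of Reln. The last was at 115521601 to 115522380 of chromosome 4, in an intron of Mknk1. Pileups of the 10 ranged from 913 fragments at Reln to 2757 at Lyl1.

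Wider peaks were stronger. Across peaks, which are not independent replicates, Spearman's rank correlation between width and fold was 0.419 and Pearson's r on the log10 scale 0.466. Both had a 2-sided permutation p of 1e-05, the smallest that the resamples can give, and an adjusted value of 1.2e-05 over the 7 tests. The rank correlation was lowest, 0.338, among peaks with a −log10 q of at least 50. Width and fold come from the same peak call on the same signal, so a positive correlation may follow from the calling itself. The test cannot separate this from wider binding.

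The study describes loci with several SCL peaks. To measure how far peaks cluster, distances between summits were compared with random placement. The distance for a neighbour was that commonly used to stitch enhancers into super-enhancers, between 5 and 50 kb. Another summit lay within it for 34.5% of peaks, against 12.49% ± 0.385 (SD of 1000 placements), a ratio of 2.76 with a 1-sided p of 0.001, the smallest that the placements can give. The median distance to the nearest summit was 27.2 kb, against 65.8 kb at random. Placement within the same 1 Mb window, which keeps the regional density of peaks, raised the random share to 19.03% and lowered the ratio to 1.81. Among the strongest 1000 peaks, the ratio was 7.02, from a share of 7.6% against 1.08% at random. The random share is lower in a smaller set, so this ratio cannot be set against that of the whole list. Chains of summits no further apart than the neighbour distance numbered 1327 with 2 peaks and 352 with 3, and 8437 peaks were alone. Peaks with a neighbour had a median fold of 12.1 (4448 peaks) against 10.8 for the 8437 without. The difference of 1.297 had a 2-sided permutation p of 1e-05, the smallest possible (adjusted 1.2e-05), and with a distance of 50 kb it was 0.603.

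Peaks were not spread over the chromosomes in proportion to length (chi-square 735.7, p of 1e-05 from multinomial draws, the smallest they can give, adjusted 1.2e-05). Chromosome 11 had 1.41 times and chromosome 8 had 1.36 times the number its length gives, with 833 and 868 peaks. Chromosome 14 had 0.750 times and X 0.350 times that number, X having 283 peaks. Y had 5 peaks, 0.065 times its number, with a median background of 53.97 fragments. These lengths include assembly gaps, and by length outside gaps the chi-square was 679.4. Relative to annotated TSSs the ratio of Y was 0.888, so its low number by length does not hold by that measure. Counting regions merged within 50 kb brought the ratio of chromosome 8 to 1.15 and that of X to 0.443. Median local background also differed. It was 5.24 fragments on chromosome 8 and 4.72 on chromosome 1, against 3.15 to 4.03 on the other 17 autosomes and the genome-wide minimum of 2.43 on X.

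**Figure D2:**
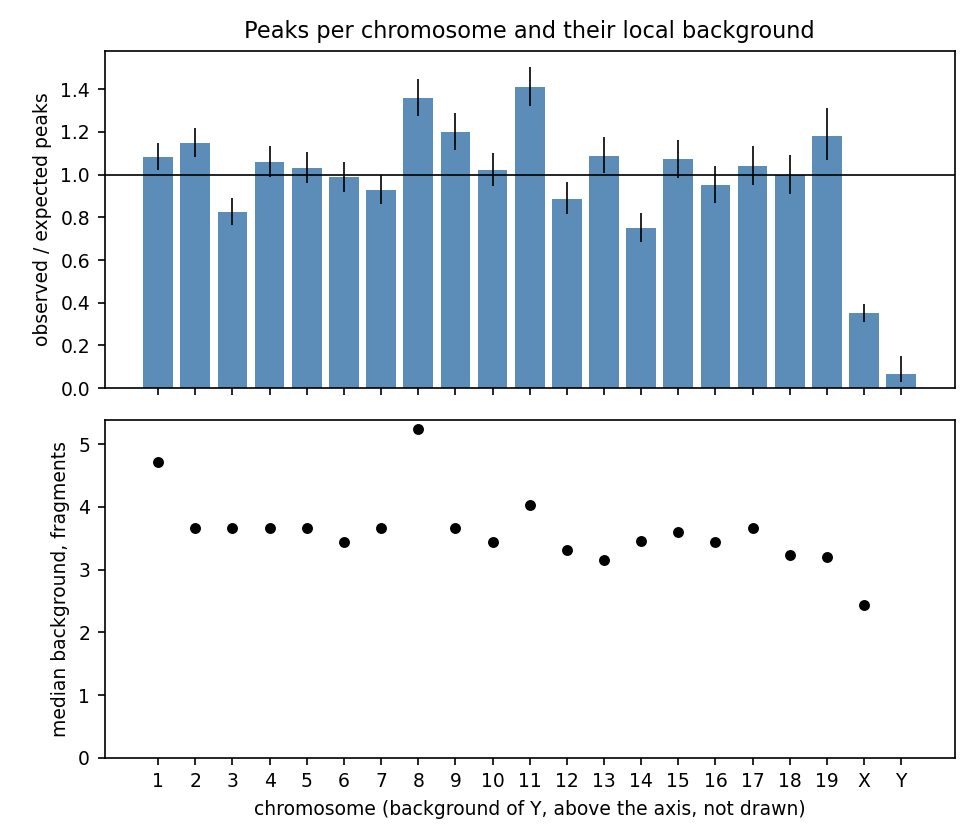
Top, peaks on each chromosome divided by the number expected from its length, with Wilson 95% confidence intervals, and a line at 1. Bottom, median local background of the peaks of each chromosome in fragments, without Y (53.97 over 5 peaks), and among those drawn it was highest on chromosomes 8 (5.24) and 1 (4.72) and lowest on X (2.43).

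The median fold was 12.8 on X and 11.1 on the autosomes. The difference of 1.70 had a 2-sided permutation p of 0.0062 (adjusted 0.0062), and it exceeded the difference of any autosome from the rest, which ranged from -0.943 to 0.903. It did not hold for another measure of strength. By −log10 p, X was lower by a difference of -0.930 with p of 0.8, and among peaks with a −log10 q of at least 50 the difference in fold was 0.754 with p of 0.68.

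Summits were more frequent near TSSs than at random. Within 1 kb of a TSS lay 8.48% of summits (Wilson 95% confidence interval 8.01% to 8.97%), against 3.51% ± 0.162 (SD) of placed summits. Introns held 40.7% against 36.6%. Other exons held 2.10% against 2.49%, with a 2-sided p of 0.008, and intergenic sequence 48.7% against 57.4%. The remaining p-values were 0.002, the smallest 2-sided value that the placements can give. With promoters drawn to 5 kb, the share was 22.6% against 13.8%, and the ratio fell from 2.42 to 1.64. The median distance to a TSS was 20.4 kb, against 41.4 kb at random.

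SCL can bind DNA with partners at E-box (CANNTG) and GATA (WGATAR) motifs. The GATA motif was in 73.2% of windows of 50 bp around the summit and 17.8% of the flanking windows, a ratio of 4.12. The E-box was in 52.6% and 42.4%, a ratio of 1.24, and the E-box variant CAGCTG in 14.1% and 4.70%, a ratio of 2.99. In the composite, and in the spacing scan below, GATA means the bases GATA alone and not WGATAR. CTG lies before it on the same strand, and the distance counts the bases between them. The composite of CTG at 7 to 9 bp from GATA was in 32.9% (Wilson 95% confidence interval 32.1% to 33.7%) and 3.07% (2.87% to 3.29%), a ratio of 10.7. The same pair at 12 to 14 bp was in 11.4% and 2.67%, a ratio of 4.29. By a 1-sided Fisher's exact test the −log10 p was 2503 for GATA, 78.8 for the E-box, 213.5 for CAGCTG and 1410 for the composite. Windows of 100 bp on each side moved the composite most, to a ratio of 6.34.

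**Figure D3:**
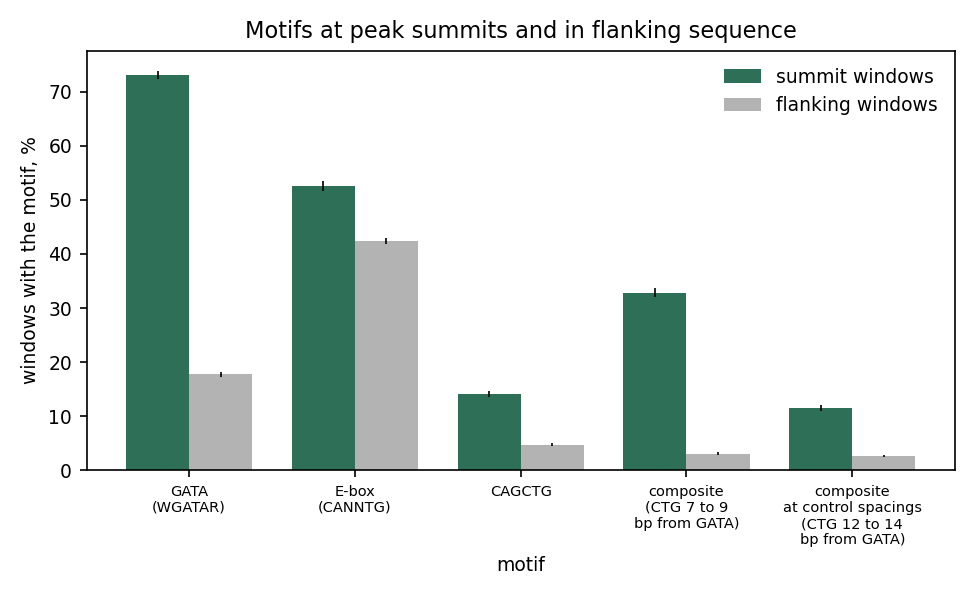
Share of windows with each motif (y axis, %) at the 12885 summits and in the 25770 flanking windows, with Wilson 95% confidence intervals. GATA was in 73.2% of summit windows and the composite of CTG and GATA in 32.9%, each well above its flanks.

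The spacing between CTG and GATA was then scanned from 0 to 20 bp, a step added after the composite had been counted. The pair was most frequent at 9 bp, in 18.3% of summit windows, and at 8 bp, in 12.3%, against 1.06% and 1.02% of flanking windows. At 10 bp it was in 6.46%, and at 7 bp in 3.601%.

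**Figure D4:**
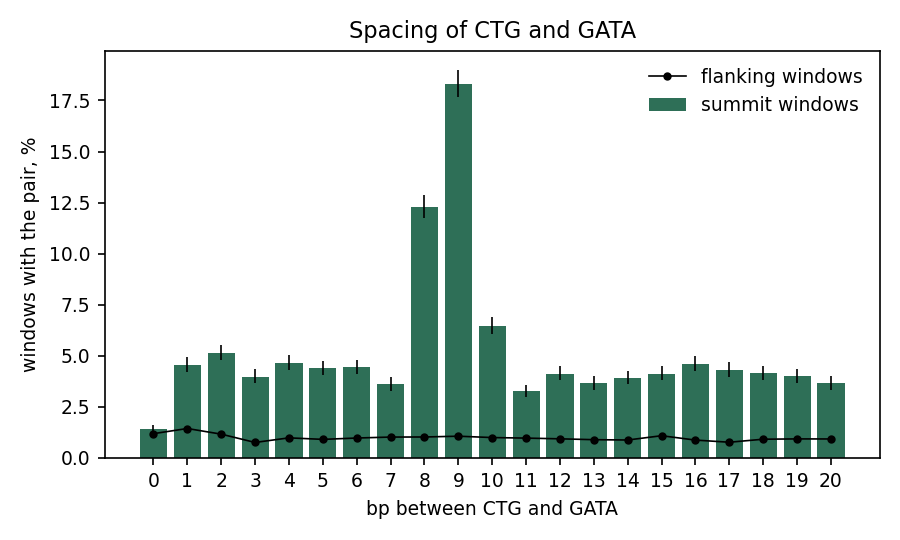
Share of windows with CTG and GATA at each distance (x axis, bp) around the summits (bars, with Wilson 95% confidence intervals) and in the flanking windows (line). The bars rise at 8 bp (12.3%) and 9 bp (18.3%).

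The study compares the number of SCL peaks at genes that it lists as activated and as repressed by SCL. By nearest TSS, 6946 genes had at least 1 peak and 382 had 5 or more. Activated genes had a mean of 2.80 ± 2.55 peaks (SD, 511 genes) and repressed genes 1.84 ± 1.84 (SD, 262 genes). The difference of 0.965 had a 2-sided permutation p of 1e-05, the smallest possible (adjusted 1.2e-05). These lists were chosen by the study with these same libraries. No peak was nearest to 32 of the activated and 44 of the repressed genes. The difference moved most with the genes in the text as the lists, to 4.70 with a permutation p of 0.0024. The means were 6.46 in 28 activated and 1.77 in 13 repressed genes. The study names some of these genes as examples of this same contrast in peak number. That value therefore cannot test the contrast and is given as a description only. Where a gene had a peak, the median fold of its strongest peak was 31.97 for 479 activated genes and 13.9 for 218 repressed genes. The difference of 18.1 had the same p and adjusted value as for the number of peaks. A gene with more peaks has more chances of a high maximum, and genes with equal numbers of peaks were not compared. The difference may therefore partly restate that in peak number.

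Among the activated genes in the text, Gse1 had the most peaks, 19, followed by Runx1 with 16, Rybp with 15, Efnb2 with 14 and Cbfa2t3 (Eto2) with 11. Zfpm1, Pcgf5 and Cdh5 had 10 each and Fli1 had 9. These numbers depend on the rule, since within the gene or 10 kb on either side Gse1 had 6, Runx1 had 5, Rybp had 1 and Zfpm1 had 14. No peak was nearest to Gfi1. The strongest peak of Cbfa2t3, on chromosome 8 at 125243423 to 125245366, had a fold of 236.6, and that of Gse1, at 122893640 to 122894468, a fold of 232.8. Both lie in introns of Gm20388, an annotated gene that spans several neighbours, on a chromosome with a raised local background. The strongest peak of Fli1 had a fold of 128, that of Rybp 118.6 and that of Zfpm1 105.97. Among the repressed genes Wnt5a had 6 peaks, Gata4 had 5, Foxc1 had 3 and Mesp1 had 1. Within the gene or 10 kb on either side Wnt5a and Foxc1 had 0, Gata4 had 2 and Mesp1 had 1. The strongest peak of Gata4 had a fold of 83.4, that of Foxc1 36.4 and that of Wnt5a 23.8, while the peak of Mesp1, on chromosome 7 at 86943415 to 86944231, had a fold of 8.01. Gata6 and Tbx6 were nearest to no peak but each had 1 within 10 kb. Irx3, Ctgf and Gsc had none by either rule, nor did Rnf2, which the study lists as not changed.

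**Figure D5:**
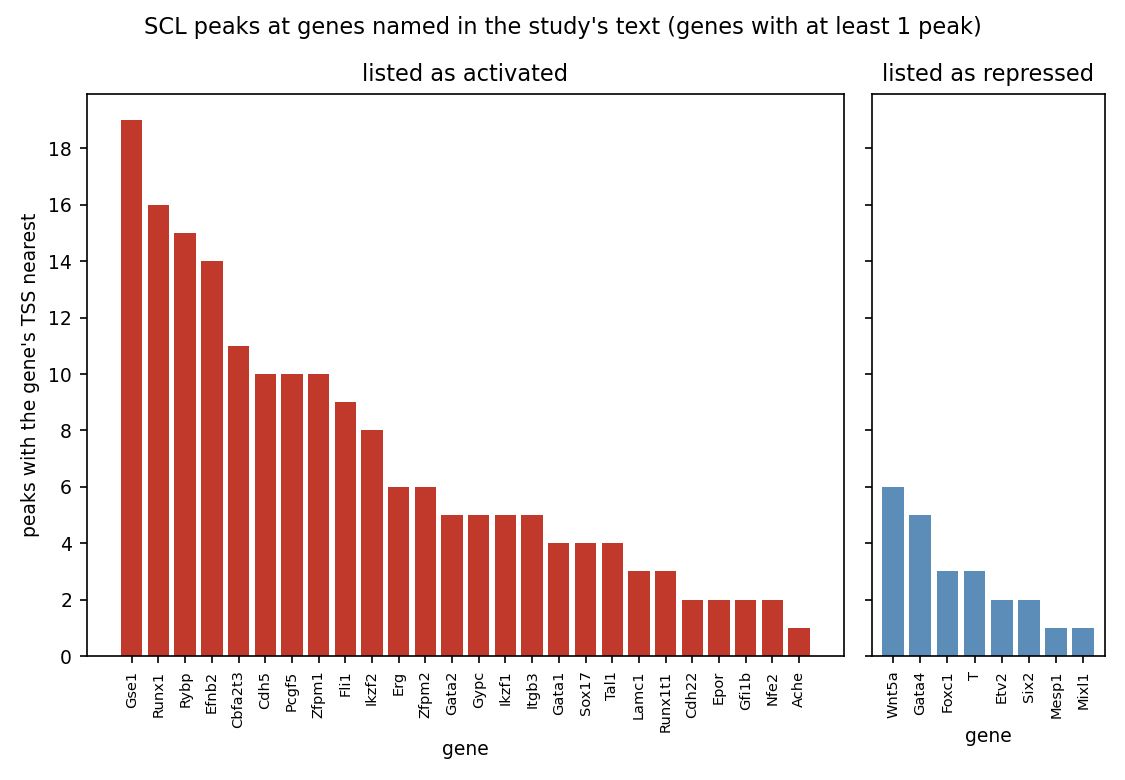
Number of peaks with the gene's TSS nearest (y axis) for the activated and repressed genes in the text of the study that had at least 1 such peak, 1 bar per gene. Gse1 has 19 peaks and the highest repressed gene, Wnt5a, has 6.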

Values the study reported

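The study reported 9836 loci bound by SCL in FLK1+ cells at day 3.5, in 5512 genes. It listed 778 genes as bound by SCL and changed in expression without it, 514 of them activated and 264 repressed. Of the 100 peaks at such genes with the most mapped reads, 97 were given to activated genes, and 27 to 4 genes encoding repressors.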

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

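Leaving out each replicate was not run, nor was a fit with the replicate number as a block, because the list is a pooled call. No paired analysis was possible because the list carries no values for the numbered libraries.

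Of 90 alternative values, 81 kept the direction and the side of the threshold of their test, or stayed within the interval or 1.5 times the count set for them. Of the 90, 22 returned the value as reported, most of them because a −log10 q of at least 5 or 10 removed no peak and no peaks overlapped, and these say nothing about stability. That leaves 59 that changed a value without changing its call. The number of peaks was 7292 at a fold of at least 10 and 5233 at a −log10 q of at least 50, a threshold chosen after seeing the data. That threshold also moved the median fold to 23.9 and the median width to 482 bp, since it keeps only stronger peaks. Merging regions within 50 kb moved the ratio of chromosome 8 to 1.15 and that of X to 0.443.

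The higher median fold on X was the result that depended on the measure. By −log10 p the difference was -0.930 (p of 0.8), the only reversal. At a −log10 q of at least 50, with 110 peaks on X, it was 0.754 and no longer past 0.05 (p of 0.68). With each autosome in the place of X, the median difference was 0.143. Without the 70 peaks of high background it was 1.64. The cause was not tested in these alternatives.

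Clustering of peaks was above random placement in each alternative, with ratios from 1.56 to 7.02. Activated genes had more peaks than repressed genes in each alternative. The differences ranged from 0.744 to 1.12, apart from 4.70 for the genes in the text. Some of the latter were named by the study as examples of this contrast, so 4.70 says nothing about stability. Matching list genes by their listed symbol only, as in the first run of this comparison, gave 0.974. At the median pileup of 53 fragments the counting interval was 39.7 to 69.3, which limits the ranking of single peaks near the threshold more than these summaries.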

Other observations

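Most tests here were chosen before their results were seen, although the high-background peaks and the uneven chromosomes had already been noticed, and the comparison of X with halved peaks in fold and pileup, its comparison per TSS with that share, the counts among top ranks and the bounds on X were chosen after. The split of the background by pileup and the bootstrap intervals were chosen after the split by fold and the GC fit had been seen, but before their own results. The 2 ratios by TSSs and the copy number test of X were first run in another form, with genes for TSSs and with an added factor, and were then run again as planned. The patterns below are hypotheses, since they were found and tested on the same list. The labels name no sex, karyotype or second condition. The study names its wild-type ES cells as J1, and its text states no sex or karyotype for them. Copy number and gene number were therefore weighed only through the list itself, and no difference between biological groups was tested.

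The 70 peaks with a background above 10 times the median had a median pileup of 426 fragments on a median background of 146.5, and a median fold of 2.27. Their positions were chosen for naming after their values were seen. The largest set, 23 peaks, lay on chromosome 9 at 3000380 to 3038057, and formed the chain with the most peaks in the list, although not the longest in bases. Another 14 lay on chromosome 8 at 19694206 to 19971453. A peak on chromosome 2, within the 4 at 98502421 to 98507467, had a background of 13787. Of the 10 deepest pileups of the list 8 were such peaks, and of the 100 deepest 17. They made up 4 of the 100 highest −log10 p and none of the 100 highest folds. The composite motif was in 5.71% of them (4 of 70, Wilson 95% confidence interval 2.24% to 13.8%), near the 3.07% of flanking windows and under the 33.01% of the other peaks (Fisher's exact p of 6.1e-08, 2-sided). This is consistent with sequence present in more copies than the reference shows, where ChIP and input rise together. Sets of these peaks lie close together, while the interval and the p count all 70 as independent, so both overstate the precision. A small share of true sites among the 70 stays open at this number. At the top of the list, ranking by pileup is affected by them most, ranking by −log10 p less, and ranking by fold not.

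The background was raised along most of chromosomes 1 and 8. It was 1.29 and 1.43 times that of the other 17 autosomes, in a measure that moves in coarse steps. Among peaks with a fold at or under the autosomal median the lower of the ratios, on chromosome 1, was 1.29, but the fold holds the background, so this split decides nothing. A split by pileup selects against a high background. Among peaks with a pileup at or under the autosomal median the lower ratio was 1.33 (bootstrap 95% interval 1.29 to 1.33), and no upper bound of another autosome exceeded 1.17, which argues against open chromatin at deep pileups as the whole source. After a linear fit on the GC content of the surrounding 10 kb it was 1.31 (1.28 to 1.36), with no upper bound of another autosome above 1.11, which argues against a linear effect of GC content as the whole source. Of the 10 Mb bins of chromosomes 1 and 8, 82.4% (28 of 34) had a median background above that of the other autosomes, 3 were level with it and 3 were below. Of the bins of the other autosomes 17.7% (37 of 209) were above and 63 were level. An extra copy of each whole chromosome would raise nearly every bin, for which a share of 90% had been set, and this was not reached. A candidate explanation is extra copies of both chromosomes in part of the cells, which stays open, since bins with few peaks and coarse steps leave its test undecided. The list has no DNA measurement that would test it directly.

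Whether such copies could add to the number of peaks on chromosome 8 cannot be told apart from ordinary variation. Its density was 1.32 times that of the other 17 autosomes. It was 1.02 times after its pileups and backgrounds were divided by 1.43, which left 668 of its 868 peaks. No background was set under the genome-wide minimum in this scaling. However, the density before scaling was already inside the range of those autosomes, 0.730 to 1.37. Relative to its annotated TSSs the ratio was 1.60, inside their range of 0.642 to 1.82, which decides nothing either. Among the 100 deepest pileups outside the 70 peaks above, 14 were on chromosome 8. After division by the background ratio of each chromosome the number was 10 (Wilson 95% confidence interval 5.52% to 17.4%), with 6.65% of all such peaks on that chromosome. Gse1, Zfpm1 and Cbfa2t3 lie there, so ranking their peaks by reads may carry this factor, while the fold divides by the background.

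X had 0.340 times the peak density of the other 17 autosomes (95% interval 0.303 to 0.382), and 66.8% of its peaks were at the lowest background, against 15.6% on those autosomes. A single copy of X was mimicked by halving pileup and background of autosomal peaks, with no background set under the genome-wide minimum of 2.43. The share that stayed past the lowest −log10 p of the list was 0.541, above the interval on X, although the list was set by IDR and not by p alone. That share times the lowest density ratio of the other autosomes was 0.395, the form first run, and its lower bound of 0.361 was inside the interval. A single copy of X as the whole cause therefore stays open. The peaks left had a median fold of 12.8 and a median pileup of 45, and X had 12.8 and 45. Before halving, the same peaks had a median fold of 19.1, against 11.3 for all peaks of those autosomes. The 12.8 therefore also depends on the minimum set for the background, at which most peaks on X lie. A lower copy number with a fixed threshold may raise the median fold on X, because weak peaks drop out. The match cannot separate this from the effect of the minimum, and it was looked for after the values were seen. Relative to annotated TSSs X had a ratio of 0.533, under the range of the other autosomes (0.642 to 1.82), but its upper bound of 0.598 reached the lower bound of the lowest of them, 0.597, so fewer genes stay open as well. The ratio by TSSs and the share left by halving lie close together, so both factors at once stay open.

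More peaks at activated genes were not explained by the space around them. The difference in mean peaks was 0.994 within 5 strata of territory size, the bases nearest to the TSSs of a gene, with medians of 98.2 kb for activated and 92.7 kb for repressed genes. Without chromosomes 1 and 8 it was 0.969. Both had a 2-sided permutation p of 1e-05, the smallest possible. The choice of the lists with these same libraries stays open as a source of the difference.

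The composite motif became rarer from the strongest to the weakest peaks, but did not vanish. It was in 49.2% of the strongest 10% of peaks by −log10 p and in 24.7% of the weakest 10% (Wilson 95% confidence interval 22.4% to 27.1%), far above the upper bound of 3.29% in the flanks. The GATA motif fell from 84.6% to 60.8%. The weakest peaks as a set therefore differ from flanking sequence, although single weak peaks may still be false.

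CTG and GATA showed a preferred distance. The ratio of summit to flanking share was 17.3 at 9 bp and 12.1 at 8 bp, against a median of 4.43 and a highest value of 5.64 over the 18 spacings other than 8, 9 and 10 bp. Base composition of the summits, with a median GC content of 50.5% against 45.5% in the flanks, would raise all spacings alike. The planned range of 7 to 9 bp took in 7 bp, with a ratio of 3.54, and left out 10 bp, with 6.5.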
